# Inhibition of phospholipase D promotes neurological function recovery and reduces neuroinflammation after spinal cord injury in mice

**DOI:** 10.3389/fncel.2024.1352630

**Published:** 2024-03-20

**Authors:** Han Ke, Fan Bai, Zihan Li, Yanbing Zhu, Chunjia Zhang, Yan Li, Zuliyaer Talifu, Yunzhu Pan, Wubo Liu, Xin Xu, Feng Gao, Degang Yang, Liangjie Du, Yan Yu, Jianjun Li

**Keywords:** spinal cord injury, phospholipase D, neuroinflammation, transcriptome sequencing analysis, protein microarray analysis

## Abstract

**Introduction:**

Spinal cord injury (SCI) is a severely disabling disease. Hyperactivation of neuroinflammation is one of the main pathophysiological features of secondary SCI, with phospholipid metabolism playing an important role in regulating inflammation. Phospholipase D (PLD), a critical lipid-signaling molecule, is known to be involved in various physiological processes, including the regulation of inflammation. Despite this knowledge, the specific role of PLD in SCI remains unclear.

**Methods:**

In this study, we constructed mouse models of SCI and administered PLD inhibitor (FIPI) treatment to investigate the efficacy of PLD. Additionally, transcriptome sequencing and protein microarray analysis of spinal cord tissues were conducted to further elucidate its mechanism of action.

**Results:**

The results showed that PLD expression increased after SCI, and inhibition of PLD significantly improved the locomotor ability, reduced glial scarring, and decreased the damage of spinal cord tissues in mice with SCI. Transcriptome sequencing analysis showed that inhibition of PLD altered gene expression in inflammation regulation. Subsequently, the protein microarray analysis of spinal cord tissues revealed variations in numerous inflammatory factors. Biosignature analysis pointed to an association with immunity, thus confirming the results obtained from transcriptome sequencing.

**Discussion:**

Collectively, these observations furnish compelling evidence supporting the anti-inflammatory effect of FIPI in the context of SCI, while also offering important insights into the PLD function which may be a potential therapeutic target for SCI.

## 1 Introduction

Spinal cord injury (SCI) is a severely disabling condition, which often leads to irreversible neurological impairment and an imposition of a substantial economic burden. The treatment of SCI remains one of the greatest challenges for basic science research and clinical medicine. Although several therapeutic approaches have been explored, the effectiveness has thus far been limited. The pathophysiology of SCI encompasses both primary and secondary injuries. The process of secondary SCI is intricate, involving a cascade of biochemical mechanisms such as neuroinflammation, neuronal apoptosis, demyelination, and glial response following the initial injury. These processes contribute to the exacerbation and extension of SCI, making it a complex phenomenon (Bramlett and Dietrich, 2007). Given the difficulty in avoiding primary injury, current therapeutic strategies for SCI primarily revolve around mitigating the effects of secondary injury.

The over-activation of neuroinflammation is a prominent pathophysiological characteristic of secondary injury. As observed above, the neuroinflammation mechanism is intricate, and activating various immune cells, secreting inflammatory factors, and the recruiting immune cells from the circulatory system to the site of SCI. Inhibiting the excessive activation of immune responses following SCI stands as a crucial therapeutic target, significantly influencing the functional recovery of the spinal cord (Anderson et al., 2016; Hellenbrand et al., 2021). Recent studies have revealed that various phospholipid metabolism-related molecules, such as phospholipase A, phospholipase C, and the related metabolite lysophosphatidic acid, play important roles in SCI. It has been shown that dysregulation of these phospholipid metabolisms can lead to excessive secondary inflammation and that these dysregulated phospholipids, if not broken down, may lead to the development of chronic inflammation (Fujita et al., 2018; David and Lopez-Vales, 2021).

Phospholipase D (PLD) is a vital lipid signaling molecule associated with several physiological activities such as cell proliferation, differentiation, membrane transport, and cytoskeleton assembly. It is the basis for many physiological processes (Frohman, 2015). The primary role of PLD is the hydrolysis of phosphatidylcholine into phosphatidic acid (PA) and choline, with PA serving as the primary functional agent of PLD (Bowling et al., 2021). Previous studies have highlighted the significant involvement of PLD in various central nervous system disorders, including drug addiction, cognitive impairment, and neurodegenerative diseases, which include Parkinson’s disease (Krishnan, 2016; Conde et al., 2018; McDermott et al., 2020). Notably, studies have also reported the involvement of PLD in the activation of macrophages and astrocytes during autoimmune encephalomyelitis (Ahn et al., 2001), Additionally, researchers have observed a gradual increase in PLD expression within the first week after SCI, with the majority of PLD-positive cells identified as activated macrophages and astrocytes (Jung et al., 2003), suggesting that PLD may be involved in inflammatory regulation and glial scar generation in SCI. However, a comprehensive understanding of the specific mechanisms underlying the role of PLD in spinal cord injury remains elusive.

We hypothesized that PLD is a potential therapeutic target for reducing secondary injury in SCI. 5-fluoro-2-indolyl des-chlorohalopemide (FIPI) is a PLD inhibitor that can effectively inhibit its activity with no significant side effects. Although it has low solubility in water, it can be dissolved in organic solvents (Su et al., 2009) and has been widely used as a PLD inhibitor in a variety of studies. In this study, we constructed mouse models of SCI and treated them with FIPI to evaluate its efficacy. Furthermore, we used transcriptome sequencing and protein tissue microneedle column analysis were used to explore the underlying mechanisms of action.

## 2 Materials and methods

### 2.1 Animals

The experimental protocol was approved by the Institutional Animal Care and Use Committee of Capital Medical University, Beijing, China. Adult female C57BL/6N (18–22 g) mice were purchased from the Experimental Animal Center of Capital Medical University (Beijing, China). The mice were housed in an environment maintained at 22 ± 2°C and 55 ± 10% humidity and were exposed to a 12-h light/dark cycle with *ad libitum* access to food and water.

### 2.2 Experimental design

Animals were randomly assigned to three groups: (1) the sham-operated group underwent only laminectomy without SCI; (2) the SCI group underwent SCI followed by immediate intraperitoneal injection of dimethyl sulfoxide (DMSO); and (3) the SCI+FIPI group was given 0.9 mg/kg body weight of FIPI (Sigma, HY-12807) by intraperitoneal injection immediately after SCI. The treatment was maintained until the mice were killed for further analysis.

FIPI was formulated according to previous literature (Su et al., 2009). FIPI was solubilized in DMSO at a concentration of 10 μM. Before administration, FIPI solution was further diluted to a working concentration of 0.5 μM in saline. A daily dose of 0.9 mg per kg of body weight was administered to the mice.

### 2.3 SCI modeling and tissue collection

The SCI modeling procedure was carried out as previously documented (Jing et al., 2021). Briefly, mice were fully anesthetized with 2% isoflurane, and the dorsal region was meticulously prepared by shaving and disinfecting. The vertebral plates covering the T10 segment were exposed, followed by their removal to expose the spinal cord. Subsequently, a controlled strike force of 70 kilodynes was applied to the spinal cord’s dorsal surface using the Infinite Horizons Impactor (Precision Systems & Instrumentation, Lexington, KY, USA). Following the injury, the surgical incision was closed layer by layer, and the mice were intraperitoneally injected with either FIPI or an equivalent volume of DMSO solution. The animal was then placed in a recovery chamber. Post-injury, the mice bladders were manually emptied twice daily.

For RNA and protein analyses, the mice were anesthetized via intraperitoneal injection of an appropriate dose of sodium pentobarbital. Subsequently, 1-cm-long segments of the spinal cord encompassing the injury epicenter were rapidly dissected, temporarily frozen in liquid nitrogen, and then stored at −80°C.

For histopathological and immunofluorescence examinations, mice were anesthetized with an appropriate dose of sodium pentobarbital via intraperitoneal injection. They were perfused transcardially with saline followed by paraformaldehyde. The spinal cords were quickly dissected and preserved in paraformaldehyde. Then, 3-μm-thick sections were prepared from paraffin-embedded tissues for hematoxylin and eosin (H&E) staining and immunofluorescence assessments.

### 2.4 Motor function assessment

Motor function in mice was evaluated using the Basso Mouse Scale (BMS), a scoring system previously described in the literature (Jing et al., 2021). Before the assessment, mice were placed in the evaluation environment for a 15-min acclimatization period. Subsequently, the hip-ankle movements of the lower limbs were carefully observed to assess paw postures and weight-bearing. Scores were assigned based on the observed outcomes. The scoring intervals were set at pre-modeling and at 3, 7, 14, 21, 28, 35, and 42 days post-modeling.

To evaluate mouse locomotion further, the open field test was conducted using CleverSys TopScan LITE. This system precisely tracked the mouse’s real-time position and monitored parameters such as speed and distance traveled. Mice were familiarized with the square open field for 15 min, after which the system recorded their movements within the area for 5 min. Subsequently, locomotor abilities were assessed based on the recorded data. The assessment was conducted 42 days after SCI.

### 2.5 Histologic analysis

Standard histological procedures were followed, which included the dehydration and paraffin embedding of spinal cord sections in both transverse and longitudinal orientations, with a section thickness of 3 μm. Subsequently, the sections underwent dewaxing and hydration and were subjected to routine hematoxylin and eosin staining.

Images at a magnification of 20 × were captured using the digital TissueFAXS imaging system. These images were then analyzed using TissueFAXS software (TissueGnostics, Vienna, Austria) to examine the structural characteristics within the SCI region.

### 2.6 Immunofluorescence

Tissue sections were subjected to deparaffinization using xylene and anhydrous ethanol. Antigen retrieval was performed using citrate buffer (pH 8), followed by rinsing with PBS. Subsequently, tissue sections were delineated using an immuno-histochemical pen, and a 10% bovine serum albumin (BSA) solution was applied for 30 min to block non-specific binding. Primary antibodies, suitably diluted, were then added and incubated at 4°C overnight. After rinsing away the primary antibodies with PBS, corresponding secondary antibodies were introduced and incubated for 50 min at room temperature. Following another wash with PBS, an anti-fluorescence quenching sealer containing DAPI (P0131, Beyotime, China) was applied. The sections were sealed, and digital images were acquired using the TissueFAXS imaging system. Subsequent analysis was carried out using TissueFAXS software (TissueGnostics, Vienna, Austria).

In our study, we demarcated the necrotic area by utilizing the SCI site and the medial edge of GFAP as reference boundaries. Subsequently, we quantified the extent of necrosis. The average fluorescence intensity of GFAP was measured by isolating a region of residual tissue located 1 mm from the periphery of necrotic SCI tissue. Furthermore, a region situated 3–5 mm from the injury core was analyzed to determine the average fluorescence intensity of MBP. Finally, we measured the average fluorescence intensity of NF200 within the spinal cord tissue region.

Primary and secondary antibodies used included: GFAP (1:100, CST, 80788); MBP (1:500, Servicebio, GB11226); NF200 (1:500, Servicebio, GB12144); and CY3 goat anti-rabbit IgG (1:500, Service-bio, GB21303).

### 2.7 RT-PCR

Total RNA was extracted from spinal cord tissues using the Total RNA Extraction Kit (DP419, Tengen) following the manufacturer’s instructions. The concentration and purity of the extracted RNA were assessed using a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Subsequently, individual samples were aliquoted and diluted, and cDNA synthesis was accomplished using the cDNA First Strand Synthesis Kit (G3337, Servicebio, Wuhan, China).

Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) was conducted with the qPCR premix (G3327, Servicebio, Wuhan, China) utilizing the following parameters: an initial denaturation at 95°C for 10 min, followed by 95 cycles of denaturation at 40°C for 15 and annealing/extension at 60°C for 60 s. The relative mRNA expression levels were determined employing the ΔΔCT method, with GAPDH as the reference gene for normalization. Each sample analysis was performed in triplicate. 

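The sequences of the PCR primers were matched, with no mismatch allowed, to the mouse transcripts of GENCODE M21, a gene annotation of the genome build GRCm38. The PLD1 pair, TGCTGAGATACCGCTGCAACTTAG and CTTGGCACCCTTGAGGTCGATG, framed 469 bp of 2 transcripts of Pld1. The PLD2 pair, TTCAGCCTCTGAAAGCACACC and GTAAAGTCACCATGCGTCAAGC, framed 145 bp of 3 transcripts of Pld2. The CCL2 pair, CAGGTCCCTGTCATGCTTCT and GTCAGCACAGACCTCTCTCT, framed 228 bp of one transcript of Ccl2 and 553 bp of another. The TNF-α pair, CCGATGGGTTGTACCTTGTC and AGATAGCAAATCGGCTGACG, framed 99 bp of 2 transcripts of Tnf. The GAPDH pair, CCTCGTCCCGTAGACAAAATG and TGAGGTCAATGAAGGGGTCGT, matched 5 genes, which were Gapdh and its annotated copies Gm10358, Gm3272, Gm3839 and Gm7336, with a product of 133 bp in each of them and a second product of 249 bp in 1 transcript of Gapdh.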

Additionally, Supplementary material includes the primer sequences used for PCR.

### 2.8 Transcriptome sequencing and analysis

The spinal cord tissues were collected from each group, and the sequencing method was performed according to the manufacturer’s standard protocol of Annoroad Gene Technology Co., Ltd, Beijing, China. The total RNA of the samples was first extracted and examined for the concentration and quality of the RNA. Then, the mRNA was enriched and purified with magnetic beads attached to oligo (dT), followed by the addition of Fragmentation Buer to split the mRNA into short fragments. This was used as a template, reverse transcribed using random primers to synthesize the first strand of cDNA, after which the second strand of cDNA was synthesized. The product was subjected to end repair, addition of base A, and addition of sequencing junction. The library preparation was completed by screening out the target fragments using magnetic beads and performing PCR amplification. After the library construction was completed, it was quantified and diluted to 1 ng/μL. Q-PCR was performed using a fluorescent quantitative PCR instrument (Bio-RAD CFX) to determine the quality of the library, and the quality-qualified library was sequenced using the Illumina platform.

The information analysis process uses the raw reads obtained from sequencing on the Illumina platform, and then through the process of removing low-quality sequences, removing splice contamination, and other processes to complete the data processing to obtain high-quality sequences (Clean Reads), according to which the expression amount is calculated and comparative analysis of the data is carried out.

Differential gene screening was mainly based on the criteria of fold change and *q*-value (Padj value, corrected *P*-value), and the genes that reached the criteria of log2 fold change ≥0.5 and *q* < 0.05 were regarded as significant differential genes (R language, version 4.2.3). Functional analysis was performed by the ClusterProfiler (4.7.1), such as Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG).

### 2.9 Protein microarray analysis

The spinal cord tissues were collected from each group. A total of 200 cytokines were detected in mouse spinal cord tissues using the GSM-CAA-4000 microarray kit, and the assay method was performed according to the manufacturer’s standard protocols. Firstly, spinal cord tissue proteins were extracted, and the protein concentration was determined using BSA. Dry slide chips were prepared, and a sealing solution was added to close each microarray well. After aspirating the sealing solution, add an equal amount of sample to the Quantitative antibody chip well, and incubate at 4°C overnight. Thoroughly wash the slides with a chip washer, then dilute the detection antibody to the appropriate concentration and add it to the detection wells and incubate at room temperature for 2 h. Thoroughly wash again and add the prepared Cy3-streptavidin to the assay wells and incubate for 1 h at room temperature in the dark. Finally, the wells were thoroughly washed and the cy3 fluorescence signal was detected using an InnoScan 300 Microarray Scanner laser scanner (Innopsys, France). The microarray data were analyzed by the data analysis system accompanying GSM-CAA-4000, and the raw data were normalized according to the results of the internal reference to screen out the differential proteins with the criteria of |log2 fold change| > 0.263 and *q* < 0.05, and the screened differential proteins were subjected to biological analyses to determine their functions, including GO functional clustering analysis and KEGG pathway signaling pathway.

### 2.10 Statistical analysis

According to the statistical analysis for this study, it was conducted utilizing SPSS software (IBM Corporation, Armonk, NY, USA, version 26.0). All data were presented as mean ± standard deviation. In the process of statistical analysis, an initial assessment of normality was performed on each dataset. For comparisons between two groups, the independent samples *t*-test is employed for datasets exhibiting normal distribution. In cases involving multiple groups, one-way ANOVA was applied to normally distributed datasets. Non-normally distributed data were analyzed using non-parametric tests. Samples with values that deviate significantly from the rest of the sample were eliminated according to statistical methods. Statistical significance was considered at *P* < 0.05. The results were graphically represented using GraphPad Prism 8.0 software (GraphPad Software, Inc.) for visualization.

## 3 Results

### 3.1 PLD expression increases after SCI

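Spinal cord RNA was sequenced from 9 adult female C57BL/6N mice, with 3 in each of 3 groups. Sham mice underwent laminectomy without contusion, mice of the SCI group received a contusion at T10 and the vehicle DMSO, and mice of the SCI+FIPI group received the same contusion and FIPI. A segment of cord around the injury epicenter was taken on day 7. Polyadenylated RNA was enriched on oligo(dT) beads, fragmented and reverse transcribed with random primers, and the libraries were read on the Illumina platform. The authors removed low-quality and adapter sequences, counted the cleaned reads on each gene, and deposited the raw counts of 52550 Ensembl genes in each of the 9 mice, without normalization. The paper's text names no aligner, counting program, genome build or annotation. Of the gene identifiers, 52403 occur in GENCODE M21, which was used here for symbols, coordinates and gene lengths on GRCm38. Counts per mouse totalled between 20806000 and 24016169 in the Sham group (median 22652627) and between 23981165 and 24582377 in the SCI group (median 24112586). Counts of mice of one group differed by more than sampling noise, with a chi-square per gene between 6.76 and 13.2, so that every mouse was counted as its own replicate. The counts were scaled by edgeR's TMM method, with factors between 0.985 and 1.02. The filterByExpr function of edgeR removed genes with few counts and left 18699. A quasi-likelihood model was fitted to all 9 mice, so that the comparisons share one estimate of the spread, from 6 residual degrees of freedom. A gene was called changed at an absolute log2 fold change of at least 0.5 with a Benjamini-Hochberg adjusted p-value under 0.05, the limits that the paper's methods give without naming a test. Levels are given as CPM, in which the counts of each mouse are scaled to the same TMM-normalized total. For single genes the groups were also compared by an exact two-sided permutation test, which cannot give a p-value under 0.1 with 3 mice against 3.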

Samples were collected at 7 days after SCI for transcriptome sequencing to investigate the changes in PLD expression after SCI. 

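Pld1 (ENSMUSG00000027695) lies on the forward strand of chromosome 3 of GRCm38 from 27938695 to 28133362. It had 35.7 ± 2.36 CPM in the SCI group and 25.5 ± 2.72 CPM in the Sham group (SD, n = 3 mice each). Expressed as FPKM, which divides the count by the total count and by the exonic length in GENCODE M21, the level was 2.72 ± 0.184 in the SCI group and 1.98 ± 0.223 in the Sham group (SD, n = 3 mice each). The log2 fold change was 0.48 (standard error 0.0914, adjusted p = 0.000293 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just under the limit of 0.5. Among the alternative settings, offsets for GC content and gene length moved it most, to 0.73. Pld2 (ENSMUSG00000020828) lies on the forward strand of chromosome 11 from 70540064 to 70558110 and had 80.7 ± 7.10 CPM in the SCI group and 43.6 ± 0.515 CPM in the Sham group (SD, n = 3 mice each). Its FPKM was 12.7 ± 1.11 in the SCI group and 7.02 ± 0.125 in the Sham group (SD, n = 3 mice each). The log2 fold change of Pld2 was 0.89 (standard error 0.0756, adjusted p = 8.78e-08 from the same test), past both limits. The gene Gm10418 overlaps Pld2 on the opposite strand, and the paper's text does not say whether counting used the strand. For both genes every SCI mouse had a higher level than every Sham mouse (exact permutation test, p = 0.1, the smallest that the design allows). The paper's supplementary values for the 6 mice average 2.72 and 1.98 FPKM for Pld1 and 12.7 and 7.02 FPKM for Pld2.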

The transcriptome results suggested an increase in the expression levels of PLD1 and PLD2 in the SCI group compared to the sham control group (Figures 1A, B).

**FIGURE 1:**
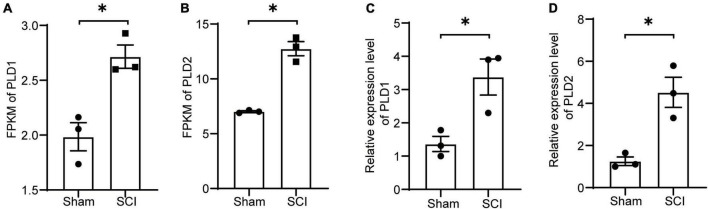
Changes in the expression levels of PLD after SCI. **(A,B)** Seven days post-SCI in mice, spinal cord tissues from the injured site were subjected to transcriptome sequencing analysis. The FPKM values for PLD1 and PLD2 are presented (*n* = 3). **(C,D)** Seven days post-SCI in mice, injured spinal cord tissues were collected, and the relative expression levels of PLD1 and PLD2 were assessed using RT-PCR (*n* = 3). *P < 0.05 (Student’s *t*-test). FPKM, Fragments per Kilobase Million. PLD, Phospholipase D.

To validate these findings, spinal cord samples at the 7-day time point were subjected to PCR analysis. The PCR results for PLD1 and PLD2 exhibited a consistent trend of change observed in the transcriptome data, confirming the accuracy of our transcriptome analysis (Figures 1C, D). These results indicated the potential involvement of PLD in the progression of SCI in mice.

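With each of the 6 Sham and SCI mice left out in turn, the log2 fold change of Pld1 after injury stayed between 0.395 and 0.534 and that of Pld2 between 0.837 and 0.956, with adjusted p-values of at most 0.00204 for either gene from edgeR's quasi-likelihood test. Pld1 passed the limit of 0.5 in 4 of these 6 fits. The adjusted p-values put both differences beyond the spread between mice. From the higher RNA levels of PLD1 and PLD2 in the SCI group, together with its PCR results, the paper proposes that PLD takes part in the progression of SCI.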

### 3.2 Inhibition of PLD significantly improves locomotor activity in mice after SCI

To investigate the effect of PLD on the prognosis of SCI, we conducted a study in which FIPI was administered to mice following spinal cord contusion. The motor capabilities of the mice in each group were evaluated using the BMS score and the open-field test (Figure 2).

**FIGURE 2:**
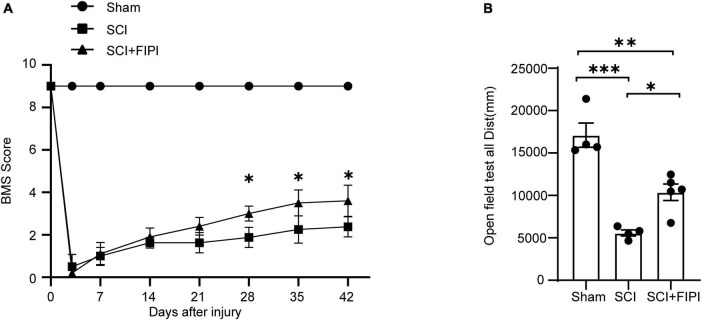
Inhibitory effects of PLD on the motor function of SCI mice. **(A)** BMS scores at various time points post-spinal cord injury (SCI) in three groups of mice (*n* = 4–5). *Indicates significant differences between SCI and SCI+FIPI groups (one-way ANOVA). **(B)** Open field test was conducted 42 days post-spinal cord injury for the three groups of mice, demonstrating differences in motor abilities. Shown here is the total distance moved by the mice within 5 min (*n* = 4–5). *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA). BMS, Basso Mouse Scale.

The post-operative scores of the SCI and SCI+FIPI groups were both 0, with gradual increases in the score in the subsequent weeks. Notably, mice in the SCI+FIPI group displayed an improvement in BMS scores compared to the SCI group at 3 weeks after injury. Significant enhancement in BMS scores was evident at 4 weeks, and the difference remained at 6 weeks (Figure 2A).

The open-field test found that at 6 weeks after SCI, mice in the SCI+FIPI group demonstrated significantly greater total distance covered and movement speed than the SCI group (Figure 2B). These data collectively indicated that FIPI treatment yields a substantial enhancement in motor function after SCI.

### 3.3 Inhibition of PLD protects spinal cord tissue in SCI mice

To investigate the effect of FIPI treatment on the microstructure of the injured spinal cord, we conducted sections on samples taken 6 weeks after SCI. Hematoxylin and eosin (HE) staining revealed that the extent of spinal cord tissue atrophy in the SCI+FIPI group was significantly less than that observed in the SCI group (Figure 3A). GFAP serves as a marker for the activation of astrocytes, shedding light on the presence of neuroglial scarring. Immunofluorescence staining for GFAP indicated a reduction in the necrotic area in the FIPI-treated group compared to the SCI group (Figures 3B, C).

**FIGURE 3:**
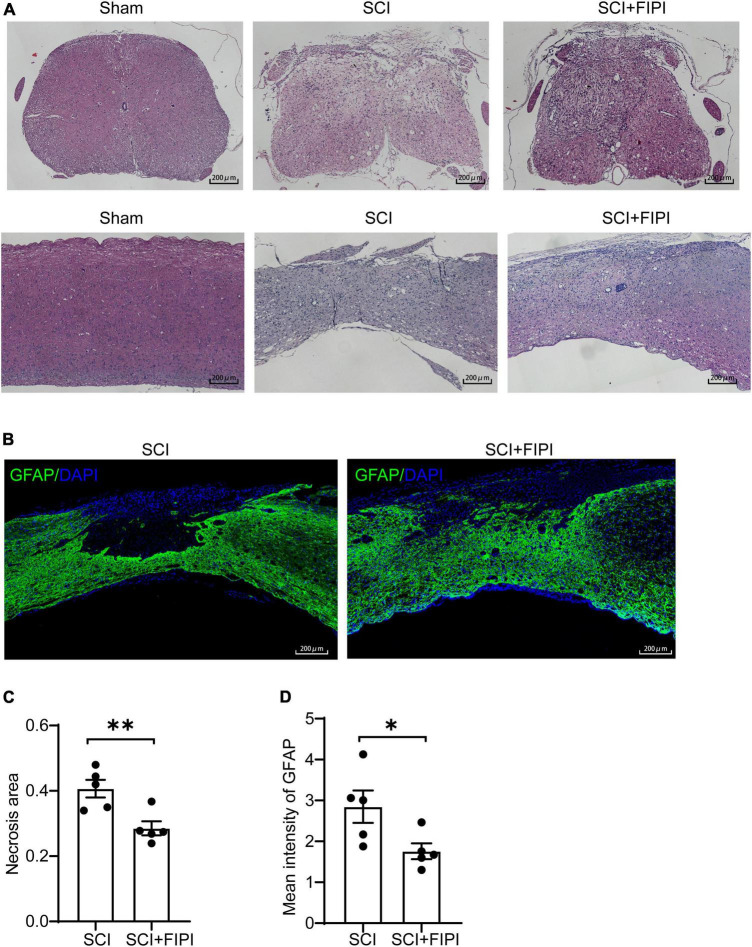
The therapeutic effect of FIPI treatment on spinal cord tissue in SCI mice. **(A)** HE staining of transverse and longitudinal sections of the spinal cord in different groups 6 weeks post-SCI. (20X, scale bar = 200 μm). **(B)** Immunostaining of GFAP (FITC, 20X, scale bar = 200 μm, *n* = 5). **(C)** Quantification of the necrotic area within the spinal cord sections for SCI and SCI+FIPI groups. **(D)** Quantification of the average fluorescence intensity of GFAP within residual spinal cord tissue within 1 mm from the injury core (*n* = 5). *P < 0.05, **P < 0.01 (Student’s *t*-test), HE, hematoxylin-eosin; GFAP, glial fibrillary acidic protein.

These findings suggested that FIPI treatment can potentially attenuate the injury, preserving more tissue integrity. Moreover, we quantitatively analyzed the fluorescence intensity of GFAP and found that the average fluorescence intensity in the FIPI-treated group was lower than that in the SCI group, signifying a reduction in the formation of glial scarring (Figure 3D).

### 3.4 Inhibition of PLD protects neural conduction structures in SCI mice

To elucidate the anatomical foundation of locomotor function, we conducted immunofluorescent staining of MBP and NF200 on sections of the spinal cord. NF200 is an essential structural protein in neurons that contributes to the stability and integrity of neuronal axons. We observed that the fluorescence intensity of NF200 was notably higher in the FIPI-treated group than the SCI group, indicating the presence of more nerve fibers owing to FIPI treatment (Figures 4A, C). MBP is a key component of the myelin sheath which plays a crucial role in the structure and function of the nervous system. The MBP intensity in the FIPI-treated group was significantly greater than that in the SCI group, suggesting that FIPI treatment mitigated post-SCI demyelination (Figures 4B, D).

**FIGURE 4:**
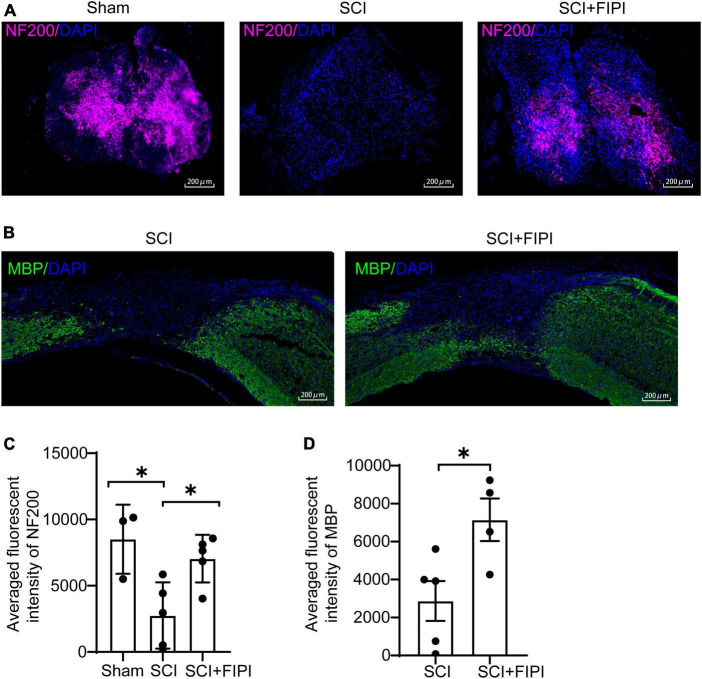
The therapeutic effect of FIPI treatment on neural conduction structures in SCI mice. **(A)** Tissue samples were collected 42 days post-spinal cord injury, and paraffin sections were prepared for transverse sections with immunofluorescent staining for NF200 (CY5, 20X, scale bar = 200 μm). **(B)** Longitudinal sections of paraffin-embedded tissue were prepared for MBP immunofluorescent staining (FITC, 20X, scale bar = 200 μm) **(C)** Quantification of the average fluorescence intensity of NF200 within spinal cord tissue (one-way ANOVA, *n* = 3–5). **(D)** Quantification of MBP within 3–5 mm from the injured core (*n* = 4–5). *P < 0.05 (Student’s *t*-test). NF200, neurofilament-200. MBP, myelin basic protein.

Collectively, these results suggested that FIPI treatment can reduce tissue atrophy and preserve the nerve conduction structures in the spinal cords of injured mice.

### 3.5 Transcriptome sequencing analysis of spinal cord tissue one-week post-SCI

Exporing the mechanism of FIPI treatment, spinal cord tissue samples were collected one week after SCI for mRNA transcriptome sequencing. 

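FIPI is a small molecule that blocks the catalytic activity of phospholipase D. The 3 mice of the SCI+FIPI group were given 0.9 mg/kg FIPI per day by intraperitoneal injection from the time of injury, and their cords were taken on the same day as those of the SCI mice that received DMSO. Counts per mouse totalled between 22364964 and 23703938 (median 23526475). On the first principal component of log2 CPM, which held 77.3% of the variance, the SCI+FIPI mice lay between 26.99 and 33.9, the SCI mice between 47.1 and 64.4 and the Sham mice between -94.6 and -76.7. The contrast of SCI+FIPI with SCI came from the same edgeR model as the contrast of SCI with Sham, so that it rests on the same 3 SCI mice. Lists of genes were tested with limma's camera, which compares the genes of a list with all other genes tested, at a preset correlation of 0.01 between genes. GO and KEGG annotations were not used here. In their place 42 lists were tested, made of the genes printed in Figs. 5B and 6A–D, lists by gene symbol, cell-type markers and Reactome pathways. The lists taken from the figures were picked on these same data, so that their tests describe the size of the differences and give no independent evidence.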

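Of the 18699 genes tested, 572 passed both limits between the SCI+FIPI and SCI groups, 517 of them protein-coding. In 570 of these every mouse of one group lay above every mouse of the other. Across all genes tested 30.2% were separated in this way, where chance alone gives 10% with 3 mice against 3. With one mouse left out at a time the number past both limits ran from 189, without SCI+FIPI mouse 2, to 1038, without SCI mouse 1, and none of the 572 genes changed sign where it was tested. The limit on the fold change moved the number most. Without it 1800 genes had an adjusted p-value under 0.05, and in edgeR's test against a log2 fold change of 0.5 in place of 0, 0 genes passed at the adjusted and 402 at an unadjusted p-value of 0.05. DESeq2 fitted to all 9 mice called 631 genes, of which 512 were among the 572.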

The transcriptional profiles of the FIPI treatment group were compared with those of the SCI group, resulting in the identification of 616 significantly differentially expressed genes (fold change ≥0.5; *P* < 0.05). 

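Levels were higher in the SCI+FIPI group for 442 of the changed genes and lower for 130, so that 77.3% of the changes were increases. Across the fits that each left out one mouse, between 166 and 781 genes were higher and between 23 and 257 lower. The split moved with the method. DESeq2 fitted only to the SCI+FIPI and SCI mice gave 396 genes higher and 199 lower, or 66.6% higher, and edgeR with offsets for GC content and gene length gave 410 higher and 158 lower.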

Out of these, 410 genes were upregulated and 206 were downregulated. These findings were visually represented in the heatmap and volcano plot (Figures 5A, B).

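Of the 26 genes printed beside the volcano plot of Fig. 5B, the 11 on the side of higher expression all had positive and the 15 on the side of lower expression all had negative log2 fold changes. Both limits were passed by 8 of the 11 and by 13 of the 15. Col10a1 (ENSMUSG00000039462, chromosome 10, 34389981 to 34397085) fell from 72.03 ± 7.52 to 10.6 ± 5.77 CPM (SD, n = 3 mice each), a log2 fold change of -2.77 (standard error 0.415, adjusted p = 0.0131 from edgeR's quasi-likelihood test). The MHC class II genes H2-Aa, H2-Ab1 and H2-Eb1 had log2 fold changes of -0.81, -0.78 and -0.80, and Il1r2 also passed both limits downward. Per3 (ENSMUSG00000028957, chromosome 4, 151003652 to 151044665) rose from 34.9 ± 4.99 to 61.6 ± 0.835 CPM (SD, n = 3 mice each), a log2 fold change of 0.82 (standard error 0.0853, adjusted p = 0.000778 from the same test), and Nr1d2 rose by 0.74. For Ighm the log2 fold change was 0.98 and for Grm5 it was 0.75. Mice varied widely in the bone gene Ibsp, which had 1.83, 6.19 and 18.7 CPM in the SCI+FIPI mice and between 1.32 and 1.47 CPM in the SCI mice. Its log2 fold change of 2.66 had a standard error of 0.907 and did not pass (adjusted p = 0.128, edgeR). Neither did Mpo, at 1.95 (adjusted p = 0.16, edgeR), nor Dbp, at 1.26 (adjusted p = 0.0725, edgeR), part of whose sequence overlaps Sphk2 on the opposite strand. Itgax and Tmem106a were the genes on the side of lower expression that did not pass. Among genes past both limits with a mean log2 CPM of at least 1 and separate groups, the 5 largest rises were those of Aqp6 (1.68), D830030K20Rik (1.23), 1700001L19Rik (1.19), Cyp4f15 (1.18) and ENSMUSG00000109836 (1.07), as log2 fold changes. The value of D830030K20Rik is uncertain, because 84.7% of its 50-base stretches occur in other genes. The 5 largest falls were those of Col10a1, Ccl2, Dnah11 (-1.45), Tmem267 (-1.33) and Fam216b (-1.18).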

**FIGURE 5:**
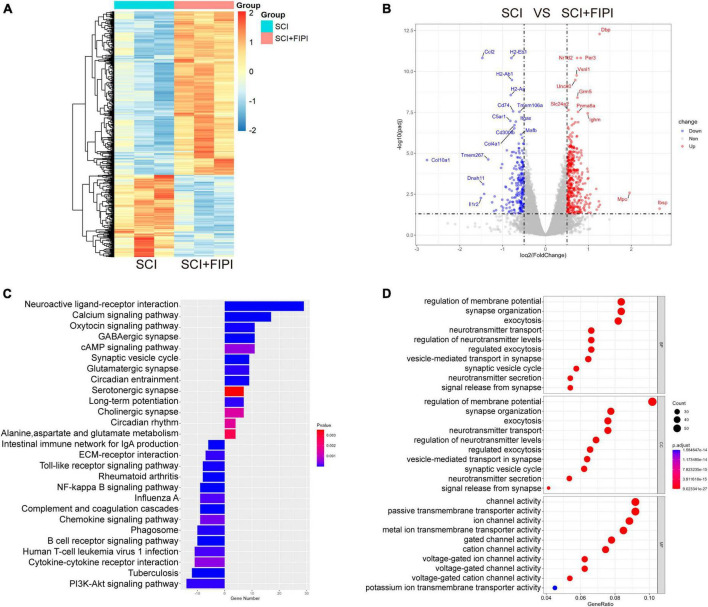
Transcriptome sequencing analysis of spinal cord tissue one-week post-SCI (*n* = 3). **(A,B)** Heatmap and Volcano plot illustrating differential genes in the SCI+FIPI group compared to the SCI group (log2 Fold change ≥0.5 and *q* < 0.05). **(C)** KEGG analysis results based on differential genes in the SCI+FIPI group compared to the SCI group. **(D)** Presentation of the top 10 entries in the GO analysis, encompassing Biological Process, Molecular Function, and Cellular Component categories. KEGG, Kyoto Encyclopedia of Genes and Genomes; GO, Gene Ontology.

Subsequently, GO analysis was performed based on the different genes. This analysis included cellular component, biological process, and molecular function. The cellular component analysis revealed a strong association of the differential genes with the cellular membrane, consistent with the known distribution of PLD. 

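A list of 47 genes of synaptic vesicle release, among them the synaptotagmins, SNARE proteins, synapsins and vesicular transmitter transporters, had a median log2 fold change of 0.48 between the SCI+FIPI and SCI groups. Levels were higher in the SCI+FIPI group for 45 of the 47, and 17 passed both limits (camera, adjusted p = 6.91e-29). Snap25 (ENSMUSG00000027273, chromosome 2, 136713453 to 136782428) had 823 ± 83.5 CPM in the SCI+FIPI group and 530 ± 110 CPM in the SCI group (SD, n = 3 mice each), a log2 fold change of 0.63 (standard error 0.137, adjusted p = 0.0196 from edgeR's quasi-likelihood test). For Syt1 (ENSMUSG00000035864, chromosome 10, 108497650 to 109010982) the levels were 67.3 ± 1.42 and 44.6 ± 6.01 CPM (SD, n = 3 mice each), a log2 fold change of 0.59 (standard error 0.0813, adjusted p = 0.00192 from the same test). Reactome's neurotransmitter release cycle had 44 genes tested, of which 36 were higher, with a median log2 fold change of 0.30 (camera, adjusted p = 1.56e-11). The setting that moved the tests of lists most was a correlation between genes estimated from the mice in place of the preset value. Under it 1 of the 42 lists passed, the 11 genes that Fig. 5B prints as higher, which the paper picked on these same data. At an unadjusted p-value of 0.05 there were 17. The adjusted p-value was 0.0863 for the vesicle list and 0.114 for the Reactome list. The same setting passed 0 of the 42 lists between SCI and Sham, where 8780 genes changed. A list that fails under it is therefore not shown to be unchanged. All 42 lists kept their direction. After injury alone the vesicle list was lower in the SCI group than in the Sham group, by a median log2 fold change of -1.48. A larger share of uninjured tissue in the SCI+FIPI segments would also raise it, so the rise alone does not show a change in secretion.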

The biological process analysis indicated correlations with cellular membrane activities, including extracellular secretion and vesicular transport. 

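Of 105 genes for voltage-gated ion channels and their subunits, chosen by gene symbol, 94 had higher levels in the SCI+FIPI group than in the SCI group. Their median log2 fold change was 0.36, and 20 passed both limits, each of them upward (camera, adjusted p = 5.38e-20). Of 47 genes for GABA, glycine, glutamate and acetylcholine receptor channels, 45 were higher, with a median log2 fold change of 0.42 and 7 past both limits (camera, adjusted p = 1.74e-19). Reactome's potassium channel pathway had 71 of 88 genes higher, a median of 0.36 and 19 genes past both limits (camera, adjusted p = 2.32e-14). With the correlation between genes estimated from the mice, none of the channel lists passed, each with an adjusted p-value of 0.0863. After injury alone the voltage-gated and receptor channel lists were lower than in Sham, by median log2 fold changes of -1.17 and -1.26. A larger share of uninjured tissue in the SCI+FIPI segments would therefore raise these lists too.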

Molecular function analysis suggested differences in the activity of various membrane ion channels. The GO analysis indicated that FIPI treatment affects a spectrum of cellular membrane-related activities (Figure 5D).

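The genes of Reactome's neuronal system, which covers synaptic transmission and its channels, were higher in the SCI+FIPI group for 193 of the 240 tested. Their median log2 fold change was 0.29, and 43 genes passed both limits, all of them upward (camera, adjusted p = 6.13e-22, or 0.0863 with the estimated correlation). A list of 16 neuron markers was higher for every gene, with log2 fold changes between 0.24 and 0.63 and 8 past both limits (camera, adjusted p = 3.9e-19). After injury alone the same 16 markers were all lower in the SCI group than in the Sham group, by a median log2 fold change of -1.62.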

Furthermore, the KEGG pathway analysis was conducted on the selected genes. This analysis uncovered significant enrichment in pathways such as the cAMP signaling pathway, PI3K-Akt signaling pathway, and MAPK signaling pathway, as shown in Figure 5C. 

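Reactome's PI3K/AKT activation pathway, tested here in place of the KEGG pathway, had 36 of 81 genes higher and 45 lower in the SCI+FIPI group than in the SCI group. The median log2 fold change was -0.05 and the list did not stand apart from other genes (camera, adjusted p = 0.265). Reactome's MAPK targets had 10 of 24 genes higher and 14 lower, with a median of -0.08 (camera, adjusted p = 0.646). Of these pathways 2 genes and 1 gene passed both limits. Genes of the cAMP pathway were not tested as a list. Camera looks for a shift of a list in one direction, while the paper's enrichment used genes changed in either direction. Reactome's lists also hold other genes than KEGG's, so these results do not decide whether the paper's enrichment holds.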

Several pathways were strongly associated with immune responses.

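Between the SCI+FIPI and SCI groups, the genes of Reactome's innate immune system were lower in the SCI+FIPI group for 308 of the 467 tested, with a median log2 fold change of -0.09 (camera, adjusted p = 0.000229). Signaling by interleukins had 74 of 99 genes lower and a median of -0.14 (camera, adjusted p = 8.11e-07). Cytokine signaling had 158 of 206 lower and a median of -0.15 (camera, adjusted p = 3.31e-08). For the Toll-like receptor 4 cascade 71 of 92 genes were lower and the median was -0.14 (camera, adjusted p = 6.19e-05), and for chemokine receptors and their ligands 30 of 38 were lower and the median was -0.31 (camera, adjusted p = 0.00766). These differences were small for single genes, and 16 of the 467 innate immune genes passed both limits, 11 of them downward. With the correlation between genes estimated from the mice, none of these lists passed, at adjusted p-values between 0.0863 and 0.301.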

### 3.6 FIPI treatment alleviates inflammatory responses in the spinal cord tissue of mice after SCI

Differential gene expression analysis in our transcriptome results revealed variations in inflammation-related signaling pathways and functional analyses between the SCI and SCI+FIPI groups. 

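Of the 32 genes of leukocyte migration printed in Fig. 6D, which the paper picked on these same data and which include the chemokines Ccl2, Ccl3, Ccl4 and Ccl7, the integrins Itga4, Itgb2 and Itgb7, and the complement receptors C3ar1 and C5ar1, 31 had lower levels in the SCI+FIPI group than in the SCI group. Their median log2 fold change was -0.59, 18 passed both limits downward, and Chga passed upward at 0.63 (camera, adjusted p = 4.4e-19, or 0.0863 with the correlation between genes estimated from the mice). C5ar1 (ENSMUSG00000049130, chromosome 7, 16246743 to 16259540) had 45.6 ± 6.13 CPM in the SCI+FIPI group and 80.3 ± 14.7 CPM in the SCI group (SD, n = 3 mice each), a log2 fold change of -0.82 (standard error 0.171, adjusted p = 0.0239 from edgeR's quasi-likelihood test). Ccl7 had a log2 fold change of -0.92 (standard error 0.243, adjusted p = 0.0341 from the same test), Adam8 one of -0.76 and Itga4 one of -0.58. Ccl3, at -0.68 (adjusted p = 0.0514), and Ccl4, at -0.88 (adjusted p = 0.0598), fell short of the limit on the adjusted p-value in edgeR's test. After injury alone the 32 genes had a median log2 fold change of 2.87 against Sham, and 31 were higher.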

In the GO analysis of molecular function based on the differential genes, differences were observed in leukocyte migration (Figure 6D). Additionally, KEGG analysis identified numerous pathways associated with inflammation, including cytokine-cytokine receptor interaction, B cell receptor signaling pathway, and NF-kappa B signaling pathway (Figures 6A–C). Therefore, we postulate that inhibition of PLD could reduce the extent of inflammation within the spinal cord tissue of SCI mice, consistent with its documented anti-inflammatory effects in other pathological contexts.

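The 9 genes of Fig. 6A were all lower in the SCI+FIPI group than in the SCI group, by log2 fold changes from -1.02 to -0.55, and 7 passed both limits. Syk (ENSMUSG00000021457, chromosome 13, 52583173 to 52648792) had 66.0 ± 8.04 CPM in the SCI+FIPI group and 100.4 ± 14.1 CPM in the SCI group (SD, n = 3 mice each), a log2 fold change of -0.60 (standard error 0.136, adjusted p = 0.0258 from edgeR's quasi-likelihood test). The log2 fold changes of Il1r1, Btk and Lyn were -0.69, -0.57 and -0.55. Plau did not pass, at -0.75 (adjusted p = 0.0945, edgeR). Of the 13 genes of Fig. 6B, 11 were lower, 7 of them past both limits, while Bmp3 and Prlr passed upward at 0.76 and 0.80. The 10 genes of Fig. 6C were all lower, with a median log2 fold change of -0.585 and 5 past both limits. Of the other 5, Cd72 shares 54.3% and Lilrb4a 43.5% of its 50-base stretches with other genes, so that their counts are uncertain. Larger Reactome pathways were also tested. Signaling by the B cell receptor had 101 of 172 genes lower, with a median of -0.04 (camera, adjusted p = 0.0565), and activation of NF-kappa B in B cells had 39 of 65 lower, with a median of -0.02 (camera, adjusted p = 0.28). The B cell receptor list kept this result in 7 of 11 alternative settings, with camera's adjusted p-values from 0.0168 to 0.168. The NF-kappa B list kept it in 11 of 11. These lists differ from KEGG's, and camera looks for a shift in one direction, so the paper's enrichment of changed genes was not tested by them.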

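The genes changed by injury were used to place these differences on the scale of the injury response. Of the 572 genes that differed between the SCI+FIPI and SCI groups, 554 had also changed between the SCI and Sham groups, 553 of them in the opposite direction. These comprised 436 genes lower after injury and higher with FIPI, and 117 genes higher after injury and lower with FIPI. Of the 553 genes, 472 still differed from Sham in the SCI+FIPI group. Over all 8780 genes changed by injury, 91.8% moved back toward the Sham level in the SCI+FIPI group, with a slope of -0.20 across genes (Pearson r = -0.773, Spearman rho = -0.84, across genes, which are not independent replicates). In the single SCI+FIPI mice the share was 88.1%, 89.8% and 83.8%. Because the same SCI mice enter both contrasts, the share was also computed with separate SCI mice, and was then 80.4%, 83.7% or 89.8%, with SCI mouse 1, 2 or 3 as the reference of the SCI+FIPI group. The slope was then -0.11, -0.18 or -0.228 and Pearson r -0.545, -0.635 or -0.72, so that the size of the return depended on which mice were used. From differences in inflammation-related pathways and in leukocyte migration between the SCI and SCI+FIPI groups, the paper proposes that inhibiting PLD reduces inflammation in the injured cord, and relates this to anti-inflammatory effects documented in other diseases.

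**Figure D1:**
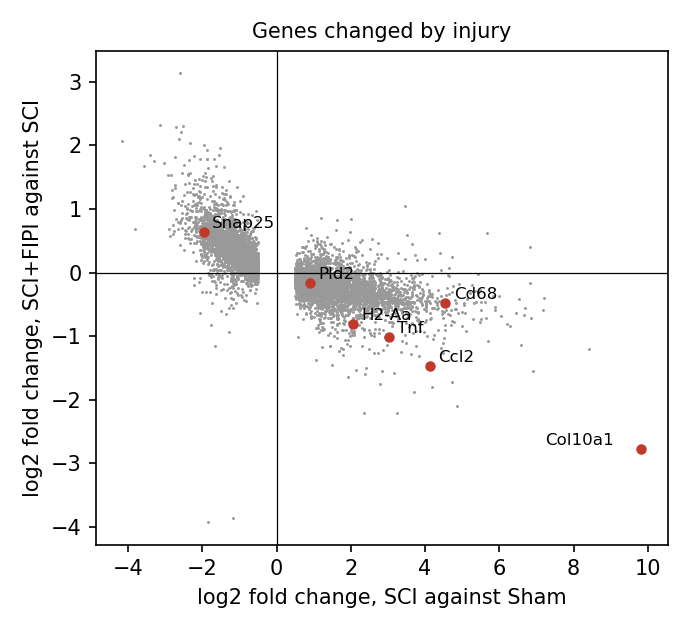
Log2 fold change of each gene changed by injury in SCI against Sham (x axis) and in SCI+FIPI against SCI (y axis), from 3 mice per group, with one point per gene. Of the 8780 genes, 91.8% lie in the upper left or lower right of the plot, where the change after FIPI opposes the change after injury, and the slope across genes is -0.20. The same SCI mice enter both axes, and with separate SCI mice the slope lies between -0.228 and -0.11.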

**FIGURE 6:**
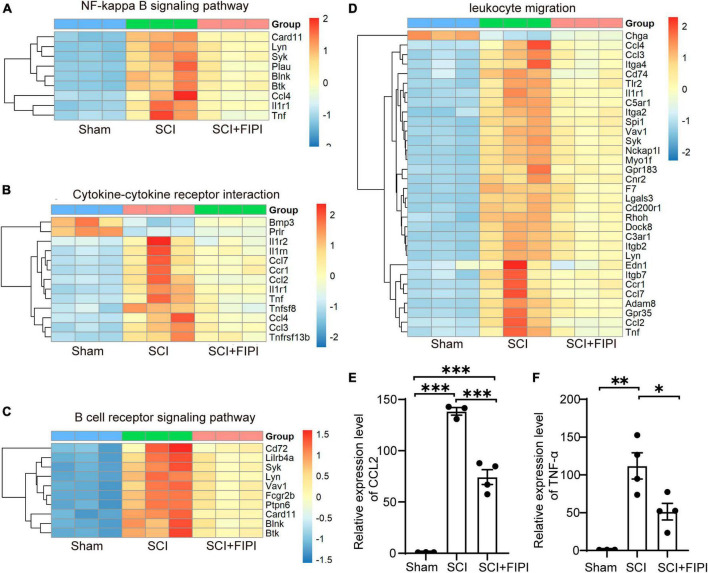
Presentation of inflammation-related results in transcriptome analysis (*n* = 3). **(A–C)** Enriched inflammatory pathways identified in KEGG analysis. **(D)** In GO analysis, differential genes are shown to play a role in leukocyte migration. **(E,F)** The expressions of CCL2 and TNF-α detected by RT-PCR were assessed in spinal cord tissues 7 days after SCI. *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA).

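Ccl2 (ENSMUSG00000035385) lies on the forward strand of chromosome 11 of GRCm38 from 82035571 to 82037453 and encodes a chemokine that attracts monocytes. Its level was 0.906 ± 0.547 CPM in the Sham group, 15.8 ± 4.37 CPM in the SCI group and 5.72 ± 0.587 CPM in the SCI+FIPI group (SD, n = 3 mice each). The log2 fold change between SCI+FIPI and SCI was -1.47 (standard error 0.277, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With one mouse left out at a time it stayed between -1.62 and -1.23, and without SCI+FIPI mouse 2 it no longer passed (adjusted p = 0.0812, edgeR). Tnf (ENSMUSG00000024401), on the reverse strand of chromosome 17 from 35199381 to 35202007, encodes TNF-α. Its level was low, at 0.377 ± 0.123 CPM in the Sham group, 3.16 ± 1.09 CPM in the SCI group and 1.56 ± 0.399 CPM in the SCI+FIPI group (SD, n = 3 mice each), and no mouse had more than 101 counts. The log2 fold change of Tnf was -1.02 (standard error 0.292, adjusted p = 0.0408 from the same test). It passed in 9 of the 17 alternative settings in which it was tested. Among the others, it did not pass in edgeR fitted only to the SCI+FIPI and SCI mice (adjusted p = 0.0529) or in limma-voom, and across the fits that each left out one mouse it ranged from -1.26 to -0.77 with adjusted p-values of up to 0.185. For both genes every SCI+FIPI mouse lay below every SCI mouse (exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow), although the margin was narrow for Tnf, where the highest SCI+FIPI mouse had 2.012 and the lowest SCI mouse 2.013 CPM.

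**Figure D2:**
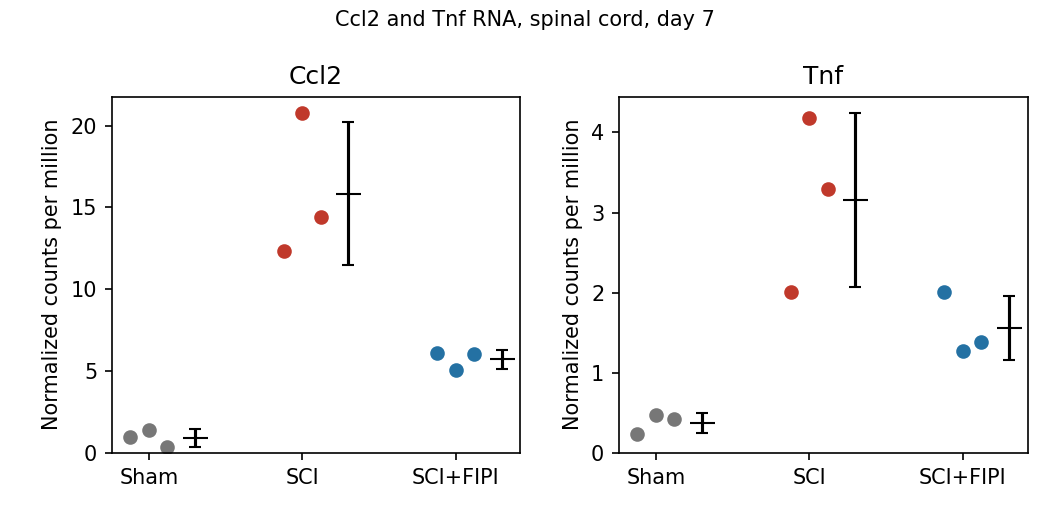
Normalized CPM (y axis) of Ccl2 and Tnf in the Sham, SCI and SCI+FIPI groups, with one point per mouse and the mean and SD of 3 mice per group. The mean of Ccl2 falls from 15.8 CPM in the SCI group to 5.72 CPM in the SCI+FIPI group and that of Tnf from 3.16 to 1.56 CPM, above the Sham means of 0.906 and 0.377 CPM.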

Among the plethora of differentially expressed genes in the transcriptome dataset, we identified classical inflammatory factors CCL2 and TNF-α (*P* < 0.05). These factors were subsequently selected for PCR validation to confirm the accuracy of the transcriptome results. The results of PCR demonstrated significant down-regulation of both CCL2 and TNF-α in the FIPI-treated group compared to the SCI group, in accordance with the trend observed in the transcriptome dataset (Figures 6E, F).

In summary, PLD plays a crucial role in the inflammatory response process of SCI.

### 3.7 Protein microarray analysis of spinal cord tissue

To further investigate the role of PLD in SCI, we conducted protein microarray analysis of spinal cord tissue collected from sham, SCI, and SCI+FIPI groups 7 days post-SCI. This test enabled us to assess the levels of 200 different cytokines semi-quantitatively, and finally, differently express 71 cytokines between the SCI and SCI+FIPI groups (|log2 fold change| > 0.263 and *q* < 0.05). To visually represent these findings, we generated a volcano plot and heat map based on the identified differentially expressed proteins (Figures 7A, B), which showed that various inflammatory factors exhibited significant down-regulation.

**FIGURE 7:**
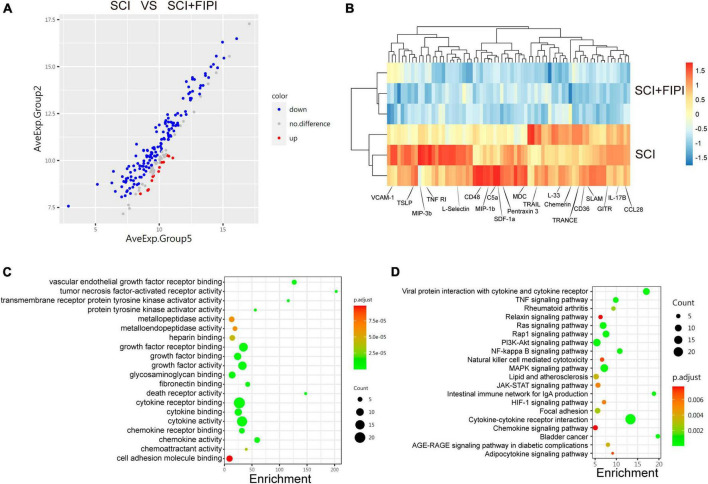
Protein microarray analysis of spinal cord tissue one-week post-SCI (*n* = 3). **(A)** Volcano plot displayed differentially expressed cytokines which were defined as those with log2 Fold change > 0.263 and *q* < 0.05. **(B)** Heatmap illustrating some of the differential genes in the SCI and SCI+FIPI groups. **(C)** GO analysis of molecular function based on the differential genes. **(D)** KEGG analysis based on the differential genes.

Subsequently, we subjected the 71 identified differential factors to GO analysis. The analysis of biological processes revealed that these differential proteins were associated with various activities, including leukocyte migration and chemoregulation. Furthermore, molecular function analysis indicated a close relationship with inflammatory functions, including tumor necrosis factor-activated receptor activity and cytokine activity (Figure 7C).

Moreover, KEGG enrichment analysis enable us to identify variations in several inflammation-related pathways, including the TNF-signaling pathway and the NF-kappa B signaling pathway. These outcomes align with the outcomes of transcriptome sequencing, providing additional support for the anti-inflammatory effect of FIPI on SCI at the protein level (Figure 7D).

## 4 Discussion

There is increasing evidence to support the involvement of dysregulated phospholipid metabolism in secondary injury associated with SCI. PLD is a key player in phospholipid metabolism, a process underlying numerous pathophysiologies (Frohman, 2015). In this study, we investigated the expression levels of PLD in mice at 7 days after SCI. The findings revealed a gradual increase in PLD expression following SCI, suggesting its potential involvement in secondary injury processes post-SCI. It is worth noting that previous research has also reported a similar gradual increase in PLD expression within 4 days post-SCI (Jung et al., 2003), which is consistent with our study results.

We utilized FIPI, a potent inhibitor of PLD, to treat mice suffering from SCI. Our findings revealed that inhibiting PLD activity not only diminished the extent of SCI but also led to a reduction in glial scarring. It also aided in the preservation of the nerve conduction structure. Ultimately, these positive outcomes facilitated the recovery of motor function in mice afflicted with SCI.

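In the comparison of the SCI group with the Sham group, the genes of Reactome's cytokine signaling pathway were higher after injury for 152 of the 206 tested, with a median log2 fold change of 0.66 (camera, adjusted p = 1.84e-08). Signaling by interleukins had 70 of 99 genes higher and a median of 0.46 (camera, adjusted p = 4.92e-07), and chemokine receptors and their ligands had 33 of 38 higher and a median of 1.52 (camera, adjusted p = 0.00557). The innate immune system had 306 of 467 genes higher and a median of 0.34 (camera, adjusted p = 7.27e-05). A list of 13 microglia and macrophage markers was higher for every gene, by a median of 2.24 (camera, adjusted p = 1.12e-09). Cd68 rose from 29.5 ± 9.84 CPM in the Sham group to 688 ± 78.9 CPM in the SCI group (SD, n = 3 mice each), a log2 fold change of 4.55 (standard error 0.298, adjusted p = 7.31e-06 from edgeR's quasi-likelihood test). For Ccl2 the log2 fold change after injury was 4.13 (standard error 0.351, adjusted p = 2.62e-06 from the same test) and for Tnf it was 3.03 (standard error 0.358, adjusted p = 2.78e-06). The 5 largest rises were those of the collagen gene Col10a1, with a log2 fold change of 9.83 from at most 4 counts in any Sham mouse, and of Cd5l, Gpnmb, Arg1 and Htr2b, with 7.20, 7.17, 6.68 and 6.52. With the correlation between genes estimated from the mice, 0 of the 42 lists passed at the adjusted and 15 at an unadjusted p-value of 0.05 in this comparison.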

To investigate the underlying mechanisms, we conducted the transcriptome sequencing analysis, which revealed a marked elevation in inflammation within the injured spinal cord of mice, reaffirming the involvement of inflammation in the secondary damage of SCI. The result also showed significant variations in the expression of numerous genes between the SCI+FIPI group and the SCI group. Subsequent analysis of these differentially expressed genes demonstrated that FIPI treatment effectively reduced the level of inflammation at the injury site of the spinal cord. To confirm the reliability of the transcriptome results, we assessed the expression of inflammatory markers, CCL2 and TNF-α, using RT-PCR, and observed results consistent with the trends in the transcriptome data. This provided robust evidence for the reliability of our conclusions from the RNA level.

Given the inherent short lifespan of mRNA (Baudrimont et al., 2017) and the intricate regulatory mechanisms involved in mRNA translation into proteins (Sahu et al., 2023), discrepancies exist between the quantities of RNA and proteins. Considering the disparities observed in the transcriptome results, we employed protein microarray technology to detect changes in proteins. This method is capable of detecting up to 200 cytokines, and we identified 71 differentially expressed proteins by using this approach. Subsequently, we conducted an analysis of the differential proteins, and the results were consistent with our previous findings. This reinforced the notion that FIPI treatment could mitigate inflammation secondary to SCI, and PLD inhibition could be an effective treatment approach for SCI.

Phospholipase D is an important lipid signaling molecule, associated with a series of physiological activities including cell proliferation, differentiation, membrane transport, and cytoskeleton assembly (Krishnan et al., 2011). So far, six PLD isoforms (PLD1–PLD6) have been identified, with PLD1 and PLD2 emerging as the most prominent isoforms. Both are ubiquitously expressed in virtually all tissues and cell lines and are found in neurons and glial cells in the central nervous system (McDermott et al., 2020). Within animal tissues, PLDs predominantly localize to the cytosolic membrane and perinuclear compartments including the Golgi apparatus, endoplasmic reticulum, or late vesicles (Krzystanek et al., 2020), in alignment with their functional roles.

The main function of PLDs is to hydrolyze phosphatidylcholine into phosphatidic acid (PA) and choline. PA constitutes a pivotal component of the PLD-dependent second messenger system (Frohman, 2015). Notably, PA interacts with a spectrum of downstream regulatory proteins, including various kinases, phosphatases, G-protein regulatory factors, and phosphodiesterases (Mendez-Gomez et al., 2018). There are four major pathways for cellular PA generation in mammals (Tanguy et al., 2018), but the 36:1 PA species produced by PLD is not identical to the other pathways, and the functions of the different species of PA vary, so the pathways are not complete substitutes for each other (Sim et al., 2020). Furthermore, PA can undergo conversion into two other biologically active lipid molecules, diacylglycerol (DAG) and lysophosphatidic acid (LPA), indirectly participating in an array of regulatory processes (Krishnan et al., 2011).

Phospholipase D exhibits upregulation in response to diverse cellular stresses, including hypoxia and nutrient deprivation (Ganesan et al., 2020). Previous studies have demonstrated the involvement of PLD in immune responses in various diseases, including neurofunctional and degenerative disorders (Gobel et al., 2014; Mateos et al., 2014; Schonberger et al., 2014; Bermudez et al., 2019). Moreover, PLD’s metabolite, PA, has been implicated in the regulation of some metabolic pathways that are involved in immunomodulation, such as the Raf, mTOR, and the Hippo pathway (Han et al., 2018; Kattan et al., 2022). These signaling pathways may also influence the regulation of inflammatory responses within the central nervous system, encompassing the recruitment of granulocytes, macrophages, and microglia, as well as the production of pro-inflammatory cytokines and chemokines (Ding and Chen, 2022). In SCI and brain injury, the level of LPA, which is converted from PA, also rises rapidly, and LPA is also involved in the activation of immune cells, leading to inflammation, demyelination, and other deleterious effects in the central nervous system (David and Lopez-Vales, 2021). The differential genes identified in our present study also hint at an association with a diverse range of immune cells.

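Marker lists of cell types, written down before the counts were seen, were compared between the SCI+FIPI and SCI groups. Of 13 microglia and macrophage markers, 12 were lower in the SCI+FIPI group, with a median log2 fold change of -0.30 (camera, adjusted p = 0.00169). Of the 13 markers 0 passed both limits, and the list kept its result in 9 of 11 alternative settings. The MHC class II list, made of H2-Aa, H2-Ab1, H2-Eb1, Cd74 and Ciita, was lower for all 5 genes, with a median of -0.78 and 4 genes past both limits (camera, adjusted p = 5.56e-08). Of these 5 genes all but Ciita are printed in Fig. 5B, so that the list is not independent of the paper's calls on these data. Reactome's wider MHC class II antigen presentation pathway had 35 of 79 genes higher and 44 lower, with a median of -0.02, and did not pass (camera, adjusted p = 0.163). The 9 marrow and neutrophil markers were all higher, with a median of 0.71, but differed widely between mice and did not pass as a list (camera, adjusted p = 0.229). A B cell list had 4 of 7 genes higher and a median of 0.24 (camera, adjusted p = 0.22). Both of these lists also failed to pass in 10 of 11 alternative settings, but the result depended on single mice. With one mouse left out, camera's adjusted p-value ran from 5.13e-06 to 0.734 for the marrow and neutrophil list. For the B cell list it ran from 0.000143 to 0.621. With the correlation between genes estimated from the mice, the adjusted p-value was 0.373 for the microglia and macrophage list and 0.0863 for the MHC class II list.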

Prior investigations in a variety of diseases have also demonstrated the ability of PLD and its metabolite, PA, to influence actin cytoskeleton dynamics and proteins related to cell migration, which could orchestrate the migration and phagocytosis of granulocytes and macrophages (Ali et al., 2013; Bohdanowicz et al., 2013; Cho and Han, 2017; Gomez-Cambronero and Ganesan, 2018; Urbahn et al., 2018). Therefore, in the current study, we hypothesized that FIPI could inhibit the migration of immune cells such as neutrophils and macrophages to the site of SCI. In line with this hypothesis, our study identified differentially expressed factors closely associated with macrophages, such as macrophage-derived chemokines (MDCs) and CD36. Moreover, our KEGG analysis of the transcriptome sequencing unveiled enrichment in signaling pathways related to cell migration, phagosome, cell adhesion molecules, and calcium signaling pathway, among others. Consequently, we hypothesized that in the context of SCI, PLD may exert its regulatory effect on macrophage migration to the injury site of the spinal cord, ultimately mitigating secondary inflammation of SCI.

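Reactome's pathways nearest to these KEGG terms were tested between the SCI+FIPI and SCI groups. Fcγ receptor dependent phagocytosis had 49 of 70 genes lower in the SCI+FIPI group, a median log2 fold change of -0.16 and 3 genes past both limits (camera, adjusted p = 1.47e-05). Extracellular matrix organization had 170 of 218 genes lower, a median of -0.135, and 8 genes past both limits downward with 1 upward (camera, adjusted p = 1.38e-06). With the correlation between genes estimated from the mice, the adjusted p-values were 0.114 and 0.177. The calcium signaling and cell adhesion molecule pathways of KEGG were not tested as lists.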

The activation of glial cells plays an important role in central nervous system inflammation (Zhu et al., 2015; Linnerbauer et al., 2020). Notably, a previous study observed increased PLD expression in activated macrophages and astrocytes following SCI (Jung et al., 2003), suggesting the involvement of PLD in astroglial regulation. In our investigation, we observed that the level of GFAP immunofluorescence in the FIPI treatment group was notably reduced compared to that in the SCI group. These differences may have arisen from FIPI’s direct modulation of astrocytes and the indirect attenuation of astroglial activation by inhibiting other immune cells that attenuate local inflammation.

Furthermore, T cells and B cells have significant roles in SCI (Donnelly and Popovich, 2008; David and Lopez-Vales, 2021). In our current study, we identified variations in lymphocyte-related inflammatory factors, including thymic stromal lymphopoietin (TSLP), L-selectin, and CD48. These differences in inflammatory factors may arise from the regulatory effects of PLDon multiple immune cell types. In future research, our research aim to gather further direct evidence to enhance our comprehensive understanding of the specific mechanisms governing PLD’s influence on diverse immune cell types.

Phospholipase D plays a crucial role in a wide array of diseases, and significant therapeutic effects have been achieved by inhibiting PLD in certain disease models. In a study of ischemic stroke, selective inhibition of PLD1 substantially reduced infarct area and cerebral edema in mice, leading to improved neurological function scores. Simultaneous inhibition of both PLD1 and PLD2 resulted in enhanced therapeutic effects (Lien et al., 2020). PLD inhibition has also been proven to reduce the inflammatory response in a broad spectrum of diseases. In septicemia, inhibiting PLD enzymatic activity reduced PLD-mediated cell adhesion and migration, resulting in lowered TNF-α levels in septic mice plasma and reduced migration of leukocytes and platelets to the lungs (Urbahn et al., 2018). In the realm of tumors, PLD not only affects the migration, proliferation, and invasion of tumor cells, but also participates in tumor-related inflammatory reactions through pathways such as NF-κB (Cho and Han, 2017). Several *in vitro* experimental studies have shown that the inflammatory response can be attenuated by inhibiting PLD. Researchers have found that the level of LPS-induced inflammation in retinal pigment epithelium (RPE) can be alleviated via PLD inhibition, and confirmed that PLD promotes the inflammatory response by regulating ERK1/2 and COX-2 (Mateos et al., 2014). In another study based on the oxygen-glucose deprivation and reoxygenation (OGD/R) model, inhibiting PLD significantly suppressed the production of pro-inflammatory factors and the activation of NLRP3 inflammasomes in RPE cells, reducing cell death caused by OGD/R-induced ferroptosis (Park et al., 2023). Another study found that PLD also regulates the level of inflammation in the RPE through protein kinase C. Inhibition of PLD protects the RPE from lipopolysaccharide-induced injury (Tenconi et al., 2016). Similarly, in a study of chronic rhinosinusitis (CRS), inhibition of PLD was found to reduce PKC phosphorylation and thus reduce inflammation in extracted human mucosa-derived fibroblast cells. Furthermore, it was reported that this process does not involve the activation of phospholipase C, but only in relation to the action of PLD (Tsai et al., 2021). In summary, PLD widely participates in the body’s inflammatory response and is therefore considered a potential regulatory target.

FIPI, as an inhibitor of PLD, has been used in numerous studies to demonstrate, its broad prospects in various medical fields. FIPI produces significant effects at low concentrations, with no noteworthy side effects. It has shown greater potency in *in vivo* assays (0.5 nM IC50) than in standard *in vitro* assays (25 nM IC50) (Su et al., 2009). Due to its hydrophobicity results in low solubility in water, FIPI powder needs to be dissolved in an organic solvent for optimal delivery. FIPI has limited bioavailability (18%) and relatively short half-life (5.5 h) (Ganesan et al., 2015). Additionally, FIPI compounds have >30 off target activities, which may react with numerous biogenic amine receptors (Stieglitz, 2018). The potential tolerance to FIPI is also a consideration, as prolonged PLD inhibition may trigger compensatory activation of alternative pathways for PA production, thus attenuating the inhibitory effect on PLD (Frohman, 2015). To remedy these limitations of FIPI, researchers have been continuously optimizing strategies to develop new inhibitors based on pharmacological and pharmacokinetic characteristics. This study initially explored the feasibility of using FIPI to inhibit PLD for treating SCI, and it is hoped that future efforts can lead to the development of more effective inhibitors for clinical application through changes in formulation or structure.

## 5 Conclusion

Phospholipase D holds a critical position in the context of SCI. By inhibiting PLD function following SCI, it could reduce tissue inflammation, diminish glial scarring, maintain the integrity of nerve conduction structures, and ultimately improve motor function in mice. Moving forward, our research will persist in exploring the role of PLD within diverse immune cell types, aiming to investigate the precise mechanisms through which PLD is implicated in the inflammatory response.

## Data availability statement

The data presented in this study has been deposited in the NCBI GEO repository, accession number: GSE249615; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE249615.

## Ethics statement

The animal study was approved by the Animal Care and Use Committee of Capital Medical University (Ethics Batch No. AEEI-2023-326). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

HK: Conceptualization, Data curation, Formal Analysis, Investigation, Project administration, Writing – original draft. FB: Conceptualization, Data curation, Formal Analysis, Writing – review and editing. ZL: Investigation, Methodology, Software, Writing – original draft. YZ: Conceptualization, Investigation, Resources, Writing – review and editing. CZ: Methodology, Software, Visualization, Writing – review and editing. YL: Validation, Writing – review and editing. ZT: Validation, Writing – original draft. YP: Formal Analysis, Writing – original draft. WL: Data curation, Writing – original draft. XX: Validation, Writing – original draft. FG: Writing – review and editing, Project administration. DY: Writing – review and editing, Visualization. LD: Writing – review and editing, Data curation. YY: Data curation, Writing – review and editing, Conceptualization, Formal Analysis, Funding acquisition, Supervision. JL: Conceptualization, Formal Analysis, Funding acquisition, Supervision, Writing – review and editing.

# Supplementary material for: Inhibition of phospholipase D promotes neurological function recovery and reduces neuroinflammation after spinal cord injury in mice
**Source:** Front Cell Neurosci. 2024 Mar 20;18:1352630. doi: 10.3389/fncel.2024.1352630
**Supplement:** Supplementary file 1

Supplementary Material

Table1. The primer sequences used for PCR

| Name | Primer sequences (5’-3’) |
| --- | --- |
| PLD1 | F-TGCTGAGATACCGCTGCAACTTAG  R-CTTGGCACCCTTGAGGTCGATG |
| PLD2 | F-TTCAGCCTCTGAAAGCACACC  R-GTAAAGTCACCATGCGTCAAGC |
| CCL2 | F-CAGGTCCCTGTCATGCTTCT  R-GTCAGCACAGACCTCTCTCT |
| TNF-α | F-CCGATGGGTTGTACCTTGTC  R-AGATAGCAAATCGGCTGACG |
| GAPDH | F-CCTCGTCCCGTAGACAAAATG  R-TGAGGTCAATGAAGGGGTCGT |

How the deposited data were processed for this re-analysis (not part of the article)

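RNA of the spinal cord around the injury was measured by sequencing in 9 mice, 3 in each of the Sham, SCI and SCI+FIPI groups, on day 7 after surgery. The authors removed low-quality and adapter sequences from the reads, counted the remaining reads on each gene and deposited raw counts, without normalization, for 52550 genes in each mouse. The values in the table are whole numbers. The paper's text names no aligner, counting program, genome build or annotation, and does not say whether counting used the strand. All 9 sample columns were used.

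Gene identifiers were matched to GENCODE M21 on GRCm38, which holds 52403 of them, for symbols, positions, exonic length and GC content. Counts per mouse lay between 20806000 and 24582377 over the 9 mice. A gene with few counts, such as Tnf with at most 101 in any mouse, is measured with low precision. The replicate numbers shared by the groups come from the sample labels, and mice with the same number in different groups are different animals.

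Counts were analysed in R 4.3.3 with edgeR 4.0.16. Factors were computed by TMM, genes were kept by filterByExpr with the group as its argument (18699 genes), and a quasi-likelihood model with one mean per group and robust estimation was fitted to all 9 mice. The common dispersion was 0.00866, a biological coefficient of variation of 9.3%. SCI+FIPI was compared with SCI, SCI with Sham, and SCI+FIPI with Sham, with Benjamini-Hochberg adjustment over the genes tested. A gene was called changed at an absolute log2 fold change of at least 0.5 and an adjusted p-value under 0.05. The limits come from the paper's methods, which name no test. Single genes were also compared by the exact two-sided permutation test of log2 CPM (prior count 2), for which 3 mice against 3 give no p-value under 0.1. FPKM was the count divided by the total count of the mouse and by the exonic length. Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, with adjustment over 42 lists. These were the genes printed in Figs. 5B and 6A–D, marker lists and lists by gene symbol, and Reactome pathways shipped with fgsea 1.28.0. GO and KEGG annotations were not used here. Shared sequence was measured as the percent of the 50-base stretches of a gene's longest transcript that occur in another gene. Random lists matched on mean expression were drawn 10000 times. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for sequences and figures.

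The genes named in the text are those that the paper names for the transcriptome or prints in Figs. 1A, 1B, 5B and 6A–D, those of the PLD family, clock, bone, marrow, neuron and glia marker lists, and in each comparison the 5 largest rises and 5 largest falls. The latter were taken among genes past both limits with a mean log2 CPM of at least 1 and with every mouse of one group above every mouse of the other.

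The alternatives were RLE and upper-quartile factors, no filter and a filter of at least 10 counts in every mouse, the replicate number as a block, offsets for GC content and gene length, both together, removal of mitochondrial, hemoglobin and Y-linked genes, edgeR fitted only to the groups compared, DESeq2 1.42.0 fitted to all 9 mice or only to the groups compared, limma-voom, and each mouse left out in turn. Other limits on the fold change and the p-value, and edgeR's test against a log2 fold change of 0.5, were also tried. For lists of genes, an estimated correlation between genes and the rotation test fry were used. Values for GC content and length were found for 18672 of the genes tested (99.9%).

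The steps were tested on simulated data drawn from the means and library sizes of these mice, with 200 genes changed and 18499 unchanged. The edgeR model recovered 200 of the 200 with 6 false calls. With a GC bias added, it made 4359 false calls without the offsets and 7 with them. With no gene changed it made 0 calls. Camera found the planted list and none of the other 20 lists. Genes were drawn independently at a single dispersion, so the simulation could not test the correlation between genes that camera presets. Each planted gene changed by a log2 fold change of at least 1 in size, which 65 of the 572 genes reached between SCI+FIPI and SCI. Recovery of smaller changes was not tested.

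Behavior, staining and PCR measurements have no values in the count table and were not analysed here. Not every gene covered by the naming rule is reported here. The paper's protein array was used for its list of proteins and their fold changes.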

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

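The comparison of gene numbers in other splits of the mice was set before the data were examined. The tests of library size, of GC content for these comparisons, and every test for Pld3, Pld4, Pld5, Pld6, Arntl, Npas2 and Nfil3 were chosen only after the differences had been seen.

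The paper gives no number of changed genes for SCI against Sham or for SCI+FIPI against Sham. Between the SCI and Sham groups 8780 genes passed both limits, and between the SCI+FIPI and Sham groups 7128 did. With offsets for GC content and gene length the numbers were 8589 and 6939, and with every mouse thinned to the smallest total count they were 8640 and 7033, so neither GC and length bias nor library size accounts for them. Of the 10 splits of each set of 6 mice, 4 part all same-numbered pairs as the real one does, and 1 of these 4, the real one, gave as many genes in either comparison. The other 9 splits gave 0 genes, with 108 to 220 at an unadjusted p-value of 0.05 and the same limit on the fold change for SCI against Sham, and 132 to 329 for SCI+FIPI against Sham. The splits that part fewer pairs part 1. With 10 splits the share is never under 0.1, so this count could not have excluded a random grouping of the mice whatever the numbers were.

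The paper reports RNA levels after injury for Pld1 and Pld2 and not for the other family members, which changed as well. Against Sham, the log2 fold change was 1.53 for Pld3, 2.37 for Pld4, -1.89 for Pld5 and -1.1 for Pld6, each past both limits. Over the alternative settings they ranged from 1.36 to 1.60, 2.17 to 2.49, -1.99 to -1.69 and -1.31 to -0.944, with no change of direction. With offsets for GC content and length they were 1.36, 2.17, -1.69 and -1.31 and still passed. None of the 4 longest transcripts shares a 50-base stretch with another gene (0%). A different mix of cells after injury was tested with marker genes. The value of Pld4 lay 0.137 from the median of the microglia and macrophage markers (2.24, middle range 1.80 to 3.58), so that more of these cells may account for it. Pld3 lay -0.705 from the same median. Pld5 lay -0.272 and Pld6 0.519 from the median of the neuron markers (-1.62, middle range -1.79 to -1.34). These 3 lay outside the middle range, so they did not change as the typical marker of these cells did. Markers of the same cells lie outside that range too, so this test does not settle the matter.

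Over the 9 mice, after removing group means, Pld4 rose with the mean of the microglia and macrophage markers (Pearson r = 0.934, exact permutation p = 0.00463, adjusted over 6 relations 0.0139; Spearman rho = 0.85, p = 0.0185, adjusted 0.037), and r was 0.901 without the 2 mice farthest from the median. Pld3 had no such relation (r = -0.0464, exact permutation p = 0.935, adjusted 0.935; rho = 0.2, p = 0.574, adjusted 0.574; r = -0.169 without 2 mice). Pld5 rose with the mean of the neuron markers (r = 0.867, exact permutation p = 0.00463, adjusted 0.0139; rho = 0.917, p = 0.00463, adjusted 0.0278; r = 0.716 without 2 mice), so that for Pld5 a loss of neurons stays open.

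The paper prints Dbp, Nr1d2 and Per3 among higher genes and does not discuss clock genes of the opposite phase. Arntl, Npas2 and Nfil3 were lower in the SCI+FIPI than in the SCI group, with log2 fold changes of -0.741, -0.77 and -0.677. Arntl fell from 16.8 ± 1.497 to 10.1 ± 0.617 CPM (SD, n = 3 mice each). Adjusted p-values over the alternative settings were at most 0.0296 for Arntl, 0.0318 for Npas2 and 0.0821 for Nfil3 (edgeR, DESeq2 or limma). With offsets for GC content and length the values were -0.745, -0.757 and -0.687, and shared 50-base stretches made up 0% of each transcript. Of the 5 opposite-phase genes 4 were lower, which met the rule set beforehand for a difference in clock phase, but the fourth was Clock at -0.052 (adjusted p-values from 0.275 to 0.892 over the settings), so the count rests on Arntl, Npas2 and Nfil3, which were named here after their differences had been seen. Cry1, at 0.0279, was not lower. The time of day at which tissue was taken may account for these genes, and it cannot be told apart from an effect of FIPI on the clock, since the paper's text gives no collection times.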

How the results depend on the processing

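The alternatives were set before the data were examined, and no setting was added after the values were seen.

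Between SCI+FIPI and SCI, 572 genes changed, 442 higher and 130 lower. The numbers moved most with the limits: 1800, 1130 and 670 with no limit on the fold change, 65, 41 and 24 at a log2 fold change of at least 1, 1148, 797 and 351 at an unadjusted p-value, and 0, 0 and 0 in edgeR's test against a log2 fold change of 0.5 (402 at an unadjusted p-value). Without a filter 239 genes were lower, and 199 in DESeq2 fitted only to the 2 groups. Across the 6 fits that each left out one mouse, 189 to 1038 genes changed, 166 to 781 higher and 23 to 257 lower. The other settings of the model, scaling and filter gave between 540 and 776 genes, and none of the 572 genes changed sign where it was tested in the fits that left out one mouse. The cause was not tested.

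Between SCI and Sham the numbers were 5059, 2849 and 2210 at a log2 fold change of at least 1. Between SCI+FIPI and Sham they were 3376, 2376 and 1000 at that limit, 11060 changed and 5432 lower with no limit on the fold change, and 1879 lower in the test against a log2 fold change of 0.5. The cause was not tested.

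The fall of Ccl2 kept its direction under the 17 alternatives, from -1.62 to -1.23 across the fits that each left out one mouse, and lost its call without SCI+FIPI mouse 2 (adjusted p-values over the alternatives up to 0.0812). That of Tnf kept its direction in the 17 alternatives that tested it and its call in 9 of them. Among the others, it lost its call in edgeR fitted to the 2 groups (-1.02), in limma-voom (-0.987) and in 4 of the 6 fits that left out one mouse (-1.26 to -0.771 across them, adjusted p-values over the alternatives from 0.00274 to 0.185). The low counts of Tnf limit how well it can be measured. For both the cause was not tested. Pld1 and Pld2 kept their direction after injury and an adjusted p-value under 0.05 in all 18 alternatives.

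With the replicate number as a block, 555 genes changed between SCI+FIPI and SCI, 8744 between SCI and Sham and 7115 between SCI+FIPI and Sham, and 540, 8574 and 6884 with the block and the GC and length offsets. The Tnf log2 fold change, SCI+FIPI against SCI, was -0.982 with the block and -0.993 with the block and offsets, with adjusted p-values above the limit. The mean correlation of deviations from the group means was 0.0325 for same-numbered mice and -0.0162 for others, so the numbers do not pair the mice, which are different animals.

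With the correlation between genes estimated from the mice, 1 of 42 lists passed between SCI+FIPI and SCI, 0 between SCI and Sham and 0 between SCI+FIPI and Sham (17, 15 and 12 at an unadjusted p-value), against 25, 25 and 26 with the preset value, with the direction of all 42 lists the same. The 1 list was that of the 11 genes printed as higher in Fig. 5B, which were picked on these same data. Under the rotation test fry, which asks whether a list changed at all and not whether it changed more than other genes, 22 of the 25, 25 of the 25 and 26 of the 26 also passed. The share of injury-changed genes that moved back toward Sham was 80.4% and 83.7% with SCI mouse 1 or 2 as the separate reference, against 91.8%, and the slope was -0.11 and -0.18, against -0.204. The cause was not tested.

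Reversals were limited to differences near 0. The Cry1 log2 fold change, SCI+FIPI against SCI, ranged from -0.0433 to 0.0781 across the fits that left out one mouse, and was negative without SCI mouse 1 and without SCI+FIPI mouse 2 (-0.0271). The direction of the oligodendrocyte list reversed without SCI mouse 3 (adjusted p-value 0.93) and without SCI+FIPI mouse 3 (0.885), in a range of 0.0881 to 0.93. The cause was not tested. Among single genes and lists, 54 other values lost and 30 gained their call under the settings that kept all mice, with 979 unchanged, and 85 lost and 11 gained it with one mouse left out, with 584 unchanged.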

Differences from the paper's values

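No test was chosen for this part after the values were seen.

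The paper reports 206 genes lower in the SCI+FIPI group than in the SCI group, where 130 were found here. Of the alternatives set before the data were examined, those whose number lies within 1.5 times the paper's are no filter (239), offsets for GC content and length (158), the replicate block with these offsets (139), edgeR fitted to the 2 groups (151), DESeq2 fitted to all mice (174) or to the 2 groups (199), limma-voom (195), and leaving out SCI mouse 1 (257) or SCI+FIPI mouse 1 (209). Those further from it are RLE factors (132), upper-quartile factors (109), at least 10 counts in every mouse (115), the replicate block alone (126), removal of mitochondrial, hemoglobin and Y-linked genes (126), leaving out one of the other mice (23 to 64), no limit on the fold change (670), a log2 fold change of at least 1 (24), an unadjusted p-value (351), and the test against a log2 fold change of 0.5 (0 genes, with 402 changed in either direction at an unadjusted p-value). For genes higher, the paper's 410 compares with 442 here, 410 under the GC and length offsets and 396 in DESeq2 fitted to the 2 groups. The offsets gave 158 genes lower against the paper's 206, where DESeq2 fitted to the 2 groups gave 199.

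Of the 68 genes that the paper prints as changed in Figs. 5B and 6A–D, 44 passed both limits. The 24 others were C3ar1, Ccl3, Ccl4, Ccr1, Cd200r1, Cd72, Dbp, Edn1, F7, Fcgr2b, Ibsp, Il1rn, Itga2, Itgax, Itgb2, Itgb7, Lgals3, Lilrb4a, Mpo, Plau, Ptpn6, Tlr2, Tmem106a and Vav1. DESeq2 fitted to the 2 groups called all 24. Of them limma-voom called 16, DESeq2 fitted to all mice 15, no filter 12, edgeR fitted to the 2 groups 11, the replicate block with GC and length offsets 4, the block alone 2, at least 10 counts in every mouse 2, and the offsets alone 1. Without SCI mouse 1 the number was 7, without SCI+FIPI mouse 1 it was 5 and without SCI mouse 3 it was 2. None of the 24 was called with RLE or upper-quartile factors, without mitochondrial, hemoglobin and Y-linked genes, or without SCI mouse 2, SCI+FIPI mouse 2 or SCI+FIPI mouse 3. Of all 68 genes, the fits that left out one mouse called from 11, without SCI+FIPI mouse 2, to 49, without SCI mouse 1. The settings that left out no SCI or SCI+FIPI mouse called from 39 to 68. DESeq2 fitted to the 2 groups called all 68, the GC and length offsets 43, and no other setting more than 59. DESeq2 fitted to the 2 groups thus came nearest to the genes the paper prints, though the paper names no test.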

Other observations

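The tests of clock phase between the groups, of bone spread, of tissue mixing with neuron and microglia markers, of GC bias between SCI+FIPI and SCI, of other splits of the mice and of shared SCI mice were set before these values were seen. The tests of library size, of Dbp with Arntl, of Ibsp with marrow markers, and of mixing for Ccl2, Col10a1 and MHC class II genes were chosen afterwards. For the correlations over mice, the rule that the adjusted rather than the unadjusted p-value must be under 0.05 was also set after the values were seen.

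The number of genes changed between SCI+FIPI and SCI was 568 with offsets for GC content and length and 560 with every mouse thinned to the smallest total, so neither accounts for the 572. Of the 4 splits that part all same-numbered pairs 1, the real one, gave as many. The other 9 of the 10 splits gave 0 to 4 genes at the adjusted and 155 to 450 at an unadjusted p-value. With 10 splits the share cannot be under 0.1, so the number cannot be told apart from a random grouping of the mice by this count alone.

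Higher neuronal and lower immune RNA in the SCI+FIPI group may reflect a larger share of uninjured tissue in the segments. If Sham-like RNA were mixed into the SCI samples, neuron markers would call for a share of 22.3% (11.7% to 33.7% over the 9 pairs of mice) and microglia and macrophage markers for 27.3% (12.1% to 40.5%). One share therefore fits both lists. Smaller lesions after FIPI and a difference in dissection would both give it, and the counts cannot tell them apart. The MHC class II genes called for 55.8%, with 38.2% in the lowest pair, above the range of the neuron markers, as did Ccl2 (67.8%) and Col10a1 (85.3%). The MHC class II pairs overlap the range of the microglia and macrophage markers, which reached 40.5%. The lowest pairs of Ccl2 (54.9%) and Col10a1 (77.7%) lay above that as well. Tnf called for 57.7%, but its pairs ran from 0.0783% to 76.5% and overlap the range of the neuron markers. So do those of the fibroblast list (15%, from -8.34% to 29.1%) and of the genes of Fig. 6D (41.6%, from 18.4% to 53.9%). The vesicle release list called for 20.5%, and its pairs (11.8% to 31.2%) also overlap that range. Ccl2 and Col10a1 were picked for their large falls, and most of the MHC class II list, though it was written before the counts were seen, is printed by the paper as lower on these same data, so the comparison cannot tell whether mixing alone is enough. Among all genes that injury changed by a log2 fold change of at least 1, all 9 pairs lay above the neuron range for 49 of 2849 higher genes and 38 of 2210 lower genes, and below it for 43 and 21.

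The return of injury-changed genes toward Sham was tested against the noise of the SCI mice that enter both comparisons. With separate SCI mice the share still lay between 80.4% and 89.8%, so the return did not need SCI mice that enter both comparisons. Each of these shares rests on 1 SCI mouse as the reference of the SCI+FIPI group. The genes are not independent, so chance alone need not give a share near 50%, and no test against 50% was possible. A larger share of uninjured tissue remains a candidate explanation.

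Clock genes that peak with Dbp were higher in 8 of 10 cases in the SCI+FIPI group, with a median log2 fold change of 0.67. Of the 5 genes of the opposite phase 4 were lower, with Clock and Cry1 both near 0. Over the 9 mice, after removing group means, Dbp fell as Arntl rose (Pearson r = -0.88, exact permutation p = 0.0139, adjusted over 6 relations 0.0278; Spearman rho = -0.867, p = 0.0139, adjusted 0.037; r = -0.769 without the 2 mice farthest from the median). Different times of tissue collection, within and between groups, may account for this pattern.

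Bone and marrow genes such as Ibsp and Mpo may come from bone carried into single samples. The within-group spread of 13 bone and cartilage markers lay at the 99.99 percentile of matched lists. The test is not specific to bone, because the other 7 lists tested, neuron markers included, lay above the 99 percentile (lowest 99.29). Ibsp rose with the marrow markers over the 9 mice (Pearson r = 0.888, exact permutation p = 0.0463, adjusted over 6 relations 0.0556; Spearman rho = 0.883, p = 0.0324, adjusted 0.0486; r = 0.782 without 2 mice). The adjusted p-value of r is above the limit, so marrow carried along with bone cannot be decided.

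Neuron markers and microglia and macrophage markers moved against each other over the 9 mice (Pearson r = -0.498, exact permutation p = 0.037, adjusted over 6 relations 0.0555; Spearman rho = -0.667, p = 0.0417, adjusted 0.05; r = -0.528 without 2 mice), which does not pass after adjustment.

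Of the proteins that the paper lists as lower on its array, 60 have a gene tested here, and RNA was lower in the SCI+FIPI group for 44 of them (73.3%, against 50.3% of all genes). Over all 128 genes of proteins whose change on the array was negative, these 60 included, the share was 72.7%. The 60 genes of the listed proteins had a median log2 fold change of -0.12, below that of each of 10000 lists matched on mean expression. Those lists were drawn from all genes tested and the array measures cytokines, so the comparison may reflect which proteins the array holds. On the array 71 proteins were called lower and 0 higher, so there was no set of higher proteins to compare. Across these 60 genes the paper's protein changes and the RNA changes had a Pearson r of 0.185 and a Spearman rho of 0.137. The genes are not independent replicates, and their proteins were all lower, which narrows the range compared. RNA of Mmp10 and Tnfrsf13b passed both limits, and these were named after their values were seen.

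Gfap RNA on day 7 was higher after injury (log2 fold change 1.22) and differed little between SCI+FIPI and SCI (-0.115, standard error 0.0794, adjusted p = 0.398 from edgeR's quasi-likelihood test, 0.224 to 0.666 over the alternatives).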
